A study of Mus musculus with 4 samples. Its data were reported in "DiffHiChIP: Identifying differential chromatin contacts from HiChIP data" (2025).

How the data were processed

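Gene expression was measured by RNA-seq in mouse large pre-B cells, the CD19+CD43+BP1+ stage at which a B cell precursor divides after assembling its heavy chain. The labels describe sorted cells kept on OP9 stroma, a line of bone marrow stromal cells, with 5 ng/ml of IL-7, detached with trypsin and about 99% pre-B cells by flow cytometry. WT cells carried floxed Ikzf1 alleles and no Cre. IKDN cells had lost exon 5 of Ikzf1, which encodes the DNA-binding domain of IKAROS, through Cd2-cre. Each genotype had 2 libraries, made from polyadenylated RNA with a stranded TruSeq kit and 10 PCR cycles. Groups and replicate numbers were taken from the sample titles and genotypes.

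The deposited values were raw counts of reads in exons per gene, condensed by the authors to 1 transcript per gene symbol. Per the file headers they came from HOMER's analyzeRepeats program on mm10 with no adjustment of totals, and the submitters' processing notes name HOMER 4.10.4 and STAR, whose recorded version could not be read as one. Whether the counting used strand is not given in the sources used here, so genes that overlap another gene on the opposite strand are uncertain. Among named genes these are Aatk, Ccdc33, Tmem51, Cacna1h, Rd3l, Grip1, Bach2, Rag2, Itga4, Cd34, Prtn3 and Xist. Whether repeated reads at 1 position were removed or capped is likewise not given. Counts can also be shared among near-identical copies, so Gapdh, Pgk1, Vpreb1 and Vpreb2 are uncertain. Methods stated in the paper for its own alignment need not describe these counts. The table held 24537 genes under 24537 symbols, of which 6438 had no count in any library. Because each symbol had 1 row, the planned choice among several rows of a symbol had no effect.

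Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, default expression filter, glmQLFit and glmQLFTest, ~genotype, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). This design, the gene lists, the rule for named genes and most of the other settings below were fixed before the data were examined. DESeq2 1.42.0 (Wald test, threshold 0.05), the tool of the study's own analysis, was set in advance as a second test. The edgeR quasi-likelihood test called no gene over all genes, so the named genes were taken from the DESeq2 calls, a choice made after that count was seen. Fold changes, SEs and adjusted p values in the report are therefore from DESeq2 unless edgeR is named. CPM values were computed from the counts with TMM factors, and means over the 2 libraries are given with their SD. The labels do not say that the libraries came from separate animals or cultures, so p values measure only the spread between these samples, which differed in sex-linked genes.

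The named genes were Ikzf1 and its family, the 10 largest rises and 10 largest falls among called genes with a mean of at least 5 CPM whose libraries did not overlap between genotypes (leaving out predicted or unnamed genes), up to 4 called members of each list in its main direction and 2 in the other, Jchain, Dck and Blk, and 8 genes named in advance whether called or not (Rag1, Rag2, Il7r, Ptk2, Igll1, Tead1, Lmo2 and Cd79a). A total of 815 genes met the rule of size, non-overlap and name. Genes without a count in a genotype were given a lower bound on the fold, against 3 counts over the group, and genes with 1 to 3 counts a ratio with a 95% exact binomial interval (Clopper-Pearson). These cover counting error only, because reads were not tagged by molecule.

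The 25 fixed lists held 517 members, of which 508 were found. Ighm, Igkc, Iglc1, Iglc2, Iglc3, Iglc4, Ighd, Trbc1 and Trbc2 were not analysed here. Lists were compared with all other genes by camera (limma 3.58.1) on log2 CPM with a preset inter-gene correlation of 0.01, and then with an estimated correlation, adjusted over the 25 lists. Each list was also tested against no change with fry, which is a different comparison. The list of Jchain, Dck and Blk came from the study and is not independent evidence of its direction. Adjustment was also repeated over each list alone.

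Both tools were tested on counts simulated from the means, library sizes and dispersions of these libraries, with 200 of 13894 genes changed. At the dispersion of the data edgeR recovered 0 of 100 genes changed 4-fold and 16 of 100 changed 16-fold, with 3 unchanged genes among 19 calls. DESeq2 recovered 46 and 92 of 100, with 135 unchanged genes among 273 calls. At 0.1 times that dispersion edgeR recovered 98 of 100 genes changed 4-fold with 16 unchanged genes among 214 calls, and DESeq2 97 of 100 with 40 among 237. In the same simulation camera called 0 of 20 random lists. Its genes were drawn independently of each other, so this does not test camera on lists of correlated genes.

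Alternatives covered the test, normalization, low-count filter, replicate block, gene length correction, stroma genes, immunoglobulin genes and each left-out library. After the data were seen, 3 kinds of alternative were added: removal of a trend with counts per base of transcript (a loess of span 0.3 per library), a covariate for the mean log2 CPM of the stroma list, and DESeq2 under these and the planned settings. The stroma covariate leaves 1 residual degree of freedom, as do the replicate block and each fit without 1 library. A call lost there at a like fold can reflect this loss of replication. The loess was first fitted without robust weights. It was made robust after the first fit had moved the median log2 fold change of all genes to -0.46 under the length correction, and both versions are reported. Chromosome positions are those of the deposited table, on mm10. Tests over neighbouring genes, counts per base and families used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.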

Results

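The data are RNA-seq counts from large pre-B cells of 2 genotypes, WT and IKDN, with 2 libraries each. IKDN cells lack the DNA-binding domain of IKAROS, a zinc finger protein that controls lymphocyte development. The study used such cells to relate changes in chromatin contacts to gene expression. Total counts were 31246242 and 24098048 in WT replicates 1 and 2, and 12860760 and 26286522 in IKDN replicates 1 and 2. Between 15243 and 16866 genes had a count in a library. A level of 3 counts corresponded to 0.103, 0.140, 0.183 and 0.121 CPM in these libraries. The counts of the 2 libraries of a genotype differed beyond sampling noise (chi-square per degree of freedom of 125 in WT and 210 in IKDN), so no library was a copy of another.

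IKDN replicate 1 stood apart from the other libraries. Its highest number of counts per base of transcript was 2.72, against 43.0 to 65.6 elsewhere, and its 10 most abundant genes held 0.893% of counts, against 3.19% to 3.66%. Genes of the OP9 stroma list held 0.0548% and 0.552% of counts in WT replicates 1 and 2, and 0.568% and 2.49% in IKDN replicates 1 and 2. Fn1, which encodes fibronectin, measured 7.07, 1160, 869 and 8243 CPM in the same order. Values without each library, with the trend on counts per base removed and with a stroma covariate are given beside the counts they move.

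Ikzf1 itself (NM_001025597, chromosome 11, 11685925 to 11772926, plus strand, mm10) measured 733 and 835 CPM in the WT libraries and 545 and 952 CPM in the IKDN libraries. The edgeR log2 fold change was -0.07 ± 0.59 (SE, n = 2 per genotype, adjusted p = 0.968), and its sign turned without WT replicate 2 (0.02) and without IKDN replicate 1 (0.19). Counts over the whole gene do not test the loss of exon 5. Of the 5 IKAROS family genes, 1 rose and 1 fell in DESeq2. Ikzf2, which encodes HELIOS, rose from 0.327 ± 0.463 to 45.3 ± 26.9 CPM (SD, n = 2; log2 fold change 7.12, DESeq2 adjusted p = 0.000118). Ikzf3, which encodes AIOLOS, fell from 544 ± 90.4 to 187 ± 19.6 CPM (log2 fold change -1.61 ± 0.34, DESeq2 adjusted p = 0.000145). The size of the Ikzf2 fold rests on 14 counts in WT replicate 2, against 0 in WT replicate 1. It was 12.62 ± 2.21 without WT replicate 2 and 6.07 ± 0.91 without WT replicate 1, and its call was lost without IKDN replicate 1 (6.44 ± 2.36). That for Ikzf3 was lost without WT replicate 1 (-1.74 ± 0.71) or WT replicate 2 (-1.52 ± 0.72) and with the stroma covariate (-1.68 ± 0.74), where the SE grew at a like fold, and with the trend on counts per base removed, where the fold shrank (-0.86 ± 0.46). Ikzf4 (2.20 ± 0.99, DESeq2 adjusted p = 0.185) and Ikzf5 (-0.27 ± 0.38, DESeq2 adjusted p = 0.785) did not pass. Ikzf4 was called higher with the stroma covariate (4.11 ± 0.94, adjusted p = 0.000999), with the replicate block (2.56 ± 0.81, adjusted p = 0.017) and without WT replicate 1 (3.76 ± 0.90, adjusted p = 0.00163). If adjusted over the list alone, edgeR called Ikzf2 and Ikzf3, and DESeq2 called 2 genes higher and 1 lower.

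Between the genotypes, DESeq2 found 840 genes higher and 246 genes lower in IKDN at an adjusted p under 0.05. The edgeR quasi-likelihood test over 13894 genes called 0 genes, with 2024 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0757. DESeq2 had 2605 genes at an unadjusted p under 0.05. In simulation at the spread of these libraries, with 200 of 13894 genes changed, edgeR missed all 100 genes changed 4-fold. Of 273 DESeq2 calls there, 135 were genes simulated as unchanged. Single genes called by DESeq2 are therefore less certain than their adjusted p values state. The false share depends on how many genes truly change, so it is no estimate for the 1086 calls. Libraries of the genotypes did not overlap in 1084 of the 1086 called genes, against a chance share of 33.3% and 51.8% of all tested genes. With so few libraries a call largely requires this separation, so the share is no support for the calls. The DESeq2 count was 675 without WT replicate 1, 2127 without WT replicate 2, 613 without IKDN replicate 1 and 1627 without IKDN replicate 2. Of the last, 484 were higher and 1143 lower, the opposite balance. Removing the trend on counts per base gave 663 higher and 315 lower, 67.8% higher in place of 77.3%, with 504 and 168 genes shared, or 496 higher and 417 lower (54.3% higher) with a non-robust trend. The stroma covariate gave 406 higher and 87 lower. The replicate block gave 1574 higher and 204 lower, with 690 and 153 genes shared.

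The largest rises were of genes with almost no counts in WT cells. Igfbp2, which encodes a protein that binds insulin-like growth factors, had no count in either WT library and 66.1 and 76.4 CPM in the IKDN libraries, at least 1158-fold higher against 3 counts over the WT group (DESeq2 adjusted p = 1.25e-14). Aatk was likewise at least 1088-fold higher, Ccdc33 at least 661-fold, Tmem51 at least 388-fold, Cyp27a1 at least 380-fold, Nwd1 at least 287-fold and Stra6, a receptor for retinol uptake, at least 280-fold. Cdh22, a cadherin, had 1 count in WT and an IKDN to WT ratio of 3822 with a counting interval of 685 to 151007. Atp8a2 also had 1 WT count (ratio 2388, interval 428 to 94362) and Cacna1h had 2 (ratio 2310, interval 639 to 19081). Aatk, Ccdc33, Tmem51 and Cacna1h overlap genes on the opposite strand. The stroma covariate ended the calls of 7 of these 10 genes with larger SEs in all 7 and a smaller fold in 1 of them (Cacna1h). Their log2 estimates with the covariate, and without it, were 13.70 ± 6.46 and 13.34 ± 2.08 for Aatk, 12.85 ± 5.84 and 12.57 ± 1.86 for Ccdc33, 12.03 ± 5.69 and 11.76 ± 1.86 for Cyp27a1, 11.89 ± 5.06 and 11.73 ± 1.70 for Tmem51, 11.60 ± 5.70 and 11.35 ± 1.84 for Nwd1, 10.73 ± 3.96 and 11.34 ± 1.86 for Cacna1h, and 11.51 ± 5.43 and 11.29 ± 1.79 for Stra6. Leaving out IKDN replicate 1 ended the calls of Nwd1 (9.89 ± 3.36) and Cacna1h (7.48 ± 2.60), and the replicate block that of Cyp27a1 (11.44 ± 4.21, adjusted p = 0.0521).

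The largest falls included genes of the lymphocyte surface. Sell, which encodes L-selectin (chromosome 1, 164062076 to 164080785), fell from 36.0 ± 9.04 to 0.292 ± 0.155 CPM (log2 fold change -6.97 ± 0.75, DESeq2 adjusted p = 3.19e-17). Il2ra, which encodes CD25, a marker of the small pre-B stage (chromosome 2, 11642792 to 11693194), fell from 98.9 ± 70.2 to 0.916 ± 0.693 CPM (-6.73 ± 0.91, DESeq2 adjusted p = 5.67e-11). Ly6d, a surface marker of B lineage commitment, fell from 52.5 ± 7.77 to 1.57 ± 2.04 CPM (-5.09 ± 1.32, DESeq2 adjusted p = 0.00335), with a fold of -4.11 ± 0.60 without IKDN replicate 1 and -8.89 ± 1.19 without IKDN replicate 2. The other 7 were Stox2 (-7.02), Nrxn1 (-6.52), Rd3l (-5.83), Slc12a3 (-5.83), Insm1 (-5.28), Blk (-5.15) and Grip1 (-5.03), with DESeq2 adjusted p values from 5.98e-11 to 0.036. Without 1 library the fold of Stox2 lay between -5.15 and -8.25 and that of Nrxn1 between -5.64 and -9.09. Rd3l and Grip1 overlap genes on the opposite strand. The call of Insm1 (-5.28 ± 1.74) was lost without either WT library (-6.03 ± 4.76 and -4.09 ± 4.80), with the trend on counts per base removed (-5.85 ± 2.71) and with the stroma covariate (-7.32 ± 4.15). That of Grip1 (-5.03 ± 1.62) was lost without WT replicate 2 (-1.94 ± 2.11) or IKDN replicate 1 (-4.15 ± 1.96). Of these 20 rises and falls, 16 stayed called in all 4 fits that left out 1 library.

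**Figure D1:**
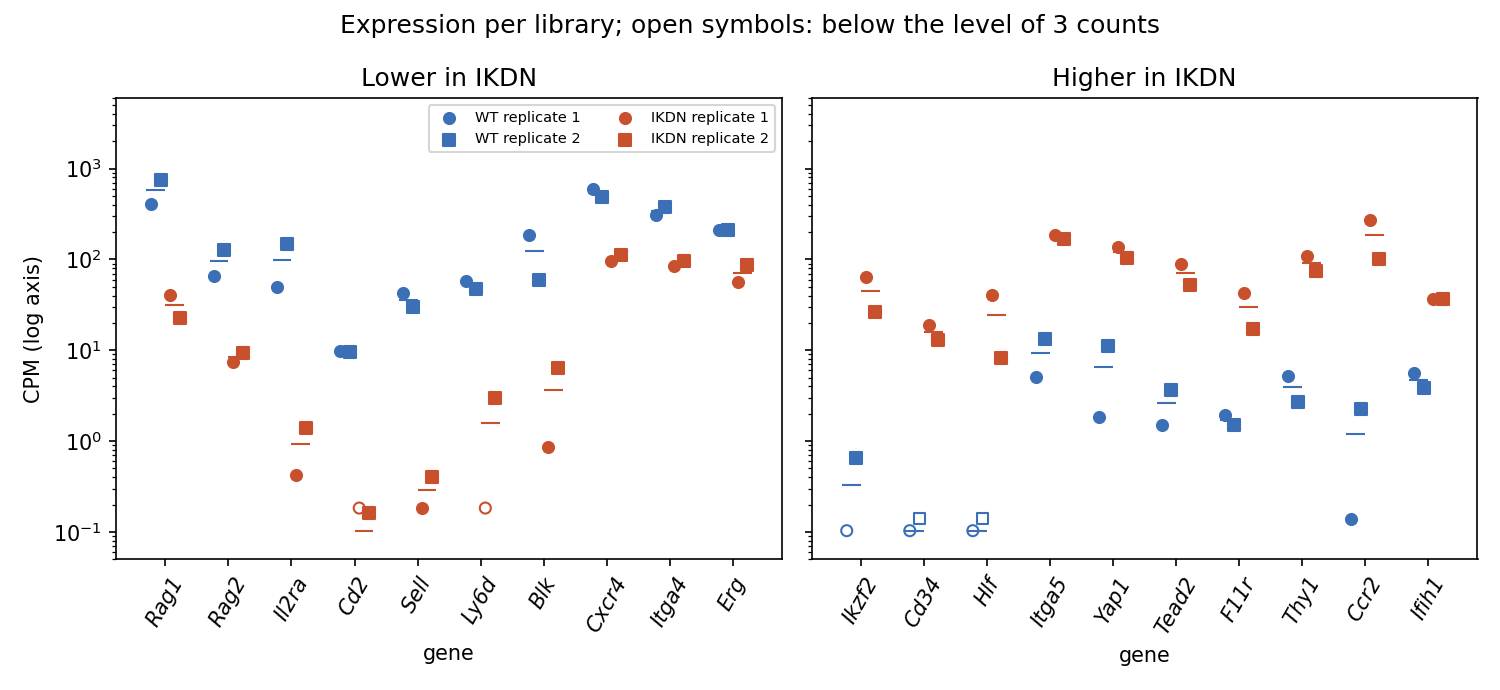
CPM on a log axis of 10 genes lower and 10 higher in IKDN, with 1 symbol per library, blue for WT and red for IKDN, circles for replicate 1 and squares for replicate 2, and a line at each group mean. Open symbols are values under 3 counts, drawn at that level, and means under the lowest such level are drawn there; Cd34 had no count in WT and 18.8 and 13.1 CPM in the IKDN libraries.

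Rag1 and Rag2, which start antigen receptor recombination, were lower in IKDN. Of 12 tested genes of recombination and light chain assembly, 4 fell (Rag1, Rag2, Lig4 and Xrcc6), 0 rose and 8 did not pass in DESeq2. Rag1, which encodes the recombinase that cuts receptor genes (NM_009019, chromosome 2, 101638252 to 101649532, minus strand), fell from 583 ± 243 to 31.7 ± 12.5 CPM (log2 fold change -4.27 ± 0.55, DESeq2 adjusted p = 7.07e-12). Its partner Rag2 (chromosome 2, 101624748 to 101632528), which overlaps an antisense gene, fell from 96.9 ± 44.9 to 8.42 ± 1.39 CPM (-3.56 ± 0.55, DESeq2 adjusted p = 2.01e-08). The end-joining genes Lig4 (-1.97 ± 0.58, DESeq2 adjusted p = 0.0135) and Xrcc6 (-1.28 ± 0.42, DESeq2 adjusted p = 0.0376) fell less. Lig4 was not called without WT replicate 2 (-1.38 ± 0.76) or IKDN replicate 1 (-1.80 ± 0.68). Xrcc6 was called in 1 of the 4 fits that left out a library, and was lost without WT replicate 1 (adjusted p = 0.317), WT replicate 2 (-1.10 ± 0.74) or IKDN replicate 1 (-1.05 ± 0.38). Its call was also lost with the trend removed (-0.68 ± 0.36), the stroma covariate (-1.55 ± 0.75) and the replicate block (-1.28 ± 0.55). With p adjusted over the list alone, edgeR called these 4 genes and DESeq2 5 lower. Without IKDN replicate 1 the count was 2 (Rag1 and Rag2), and both Rag calls held without each library, with the trend removed and with the stroma covariate. The list lay below other genes by camera (adjusted p = 0.000493), with adjusted p = 0.470 with an estimated correlation.

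Of 22 tested genes of the pre-B cell receptor and its signalling, 8 fell (Vpreb3, Cd79b, Syk, Btk, Blnk, Blk, Cd19 and Pik3cd), none rose and 14 did not pass in DESeq2. Syk, the kinase bound to the activated receptor, fell from 992 ± 226 to 243 ± 26.2 CPM (-2.09 ± 0.36, DESeq2 adjusted p = 1.01e-06). Cd79b, a signalling chain of the receptor, fell from 869 ± 80.1 to 173 ± 97.6 CPM (-2.37 ± 0.64, DESeq2 adjusted p = 0.00543). Pik3cd, a lymphocyte PI3 kinase, changed by -1.79 ± 0.48 (DESeq2 adjusted p = 0.0055), a call lost without WT replicate 1 (-1.73 ± 0.73) or WT replicate 2 (-1.90 ± 0.75) and with the stroma covariate (-1.78 ± 0.77). Cd79a (-1.85 ± 0.89, DESeq2 adjusted p = 0.231) and Igll1, a surrogate light chain gene (-1.28 ± 0.98, DESeq2 adjusted p = 0.548), did not pass. Cd79a was called lower without IKDN replicate 2 (-3.39 ± 0.41), with the trend removed (-0.89 ± 0.18) and with the replicate block (-2.23 ± 0.79), and Igll1 without IKDN replicate 2 (-3.18 ± 0.40). Igll1 was at 143 CPM in IKDN replicate 1 and 851 CPM in IKDN replicate 2, against 1319 and 1025 CPM in WT, and its log2 fold change was 0.11 with the trend removed. The count of lower genes was 3 without WT replicate 1, 3 without WT replicate 2, 14 without IKDN replicate 2, 5 with the trend removed and 4 with the stroma covariate. Syk (-1.21 ± 0.53) and Cd79b (-1.09 ± 0.44) were no longer called with the trend removed, where the folds shrank, and Syk also with the stroma covariate (-2.24 ± 0.73) and without WT replicate 2 (-1.94 ± 0.72), where the SE grew. When adjusted over the list alone, edgeR called 0 and DESeq2 9 lower. By camera the list was lower (adjusted p = 2.25e-08), with adjusted p = 0.470 with an estimated correlation.

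Of 20 tested B lineage transcription factors, 5 fell (Spib, Tcf3, Bach2, Lef1 and Foxo1), 1 rose (Klf3) and 14 did not pass in DESeq2. Spib, an ETS factor, fell from 549 ± 282 to 84.8 ± 61.2 CPM (-2.71 ± 0.81, DESeq2 adjusted p = 0.0158). Tcf3, which encodes the E2A proteins, fell from 1080 ± 171 to 269 ± 142 CPM (-2.05 ± 0.62, DESeq2 adjusted p = 0.0178). Bach2 (-1.88 ± 0.44, DESeq2 adjusted p = 0.000944), which has an antisense gene, and Lef1 (-1.16 ± 0.37, DESeq2 adjusted p = 0.0274) fell, and neither call held with the trend removed (-1.28 ± 0.51 and -0.39 ± 0.43). Klf3 rose by 2.28 ± 0.69 (DESeq2 adjusted p = 0.0192), and its call was lost without WT replicate 1 (1.77 ± 0.80) or IKDN replicate 1 (1.84 ± 0.99) and with the stroma covariate (1.89 ± 0.88). Spib was not called without WT replicate 2 (-2.17 ± 0.87), and Tcf3 without WT replicate 1 (-2.19 ± 0.77) or WT replicate 2 (-1.97 ± 0.80) or with the stroma covariate (-2.40 ± 0.81). Bach2 was also lost without WT replicate 1 (-2.12 ± 0.72) or WT replicate 2 (-1.65 ± 0.73) and with the stroma covariate (-2.02 ± 0.75). Lef1 was lost in the same fits (-1.34 ± 0.70, -1.03 ± 0.72 and -1.35 ± 0.74) and with the replicate block (-1.16 ± 0.54). Pax5 measured 369 ± 23.5 CPM in WT and 138 ± 66.3 CPM in IKDN (DESeq2 adjusted p = 0.116), and Ebf1 640 ± 118 and 326 ± 63.5 CPM (DESeq2 adjusted p = 0.135); both were added after their values were seen. The count of lower genes was 3 without WT replicate 1, 0 without WT replicate 2, 8 without IKDN replicate 1, 12 without IKDN replicate 2, 2 with the trend removed and 2 with the stroma covariate. Adjusted over the list alone, edgeR called 0 and DESeq2 1 higher and 11 lower. Camera placed the list lower (adjusted p = 4.84e-05), with adjusted p = 0.470 with an estimated correlation and 0.175 with the trend removed by a non-robust loess.

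Of 25 tested genes of B cell maturation, 9 fell (Il2ra, Cd2, Sell, Ly6d, Cxcr4, Cd37, Cd55, Tnfrsf13c and H2-Ob), 1 rose (Cd38) and 15 did not pass in DESeq2. Cd2, an adhesion receptor, fell from 9.73 ± 0.131 to 0.0803 ± 0.114 CPM (-6.79 ± 1.10, -5.90 to -9.89 without 1 library, DESeq2 adjusted p = 1.02e-07). Cxcr4, the receptor for the stromal chemokine CXCL12, fell from 544 ± 73.3 to 104 ± 11.1 CPM (-2.46 ± 0.43, DESeq2 adjusted p = 1.16e-06), and was not called with the stroma covariate, where the fold was -2.24 ± 0.75 (adjusted p = 0.0702). Cd38, a nucleotide-cleaving surface enzyme, rose from 9.03 and 14.8 CPM in WT to 118 and 42.2 CPM in IKDN (2.67 ± 0.70, DESeq2 adjusted p = 0.00361), and was no longer called without WT replicate 1 (2.39 ± 0.84) or IKDN replicate 1 (1.87 ± 0.71) or with the stroma covariate (2.62 ± 0.89, adjusted p = 0.0798). If adjusted over the list alone, edgeR called 1 gene higher and 8 lower, and DESeq2 2 and 10. Without WT replicate 2 the count of lower genes was 5, and with the stroma covariate 4. The list lay lower by camera (adjusted p = 0.000167), with adjusted p = 0.470 with an estimated correlation.

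Among Jchain, Dck and Blk, 2 genes fell in DESeq2 (Blk and Dck), 0 rose and 1 did not pass. Blk, a SRC family kinase of B cells (NM_007549, chromosome 14, 63372837 to 63417187, minus strand), fell from 123 ± 90.3 to 3.64 ± 3.94 CPM (-5.15 ± 1.16, DESeq2 adjusted p = 0.000447). Its fold was -4.05 ± 1.03 without WT replicate 1, -4.28 ± 0.90 without IKDN replicate 1 and -7.36 ± 0.92 without IKDN replicate 2. Dck, which encodes deoxycytidine kinase (chromosome 5, 88765013 to 88783277), fell from 506 ± 72.8 to 163 ± 59.1 CPM (-1.69 ± 0.52, DESeq2 adjusted p = 0.0204), and its call was lost at a like fold and larger SE without either WT library (-1.81 ± 0.74 and -1.62 ± 0.77) and with the stroma covariate (-1.94 ± 0.78). Jchain, which joins antibody units (chromosome 5, 88519809 to 88527897), measured 4.05 and 0.748 CPM in WT and 0.183 and 0.321 CPM in IKDN (-3.36 ± 1.39, DESeq2 adjusted p = 0.136), and was called lower without WT replicate 2 (-4.13 ± 1.45) and with the trend removed (-5.22 ± 1.55). The number lower was 1 without WT replicate 1 and 1 with the stroma covariate. Adjusted over the list alone, edgeR and DESeq2 each called all 3 genes lower. These loci were chosen by the study, so their shared direction is not independent evidence. Camera gave adjusted p = 0.00266 for the list, and adjusted p = 0.470 with an estimated correlation.

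Genes of cell adhesion moved in both directions. Of 37 tested genes of integrins and focal adhesion, 5 rose (Itga5, Actn1, Itga3, Vcl and Cd151), 2 fell (Itga4 and Ptk2b) and 30 did not pass in DESeq2. Itga5, a chain of the fibronectin receptor (chromosome 15, 103344286 to 103366791), rose from 9.23 ± 5.92 to 177 ± 11.3 CPM (4.22 ± 0.62, DESeq2 adjusted p = 2.28e-09), and its call held without each library, with the trend removed and with the stroma covariate. Itga3 (4.92 ± 1.45, DESeq2 adjusted p = 0.0142), Actn1, an actin crosslinker (3.14 ± 0.80, DESeq2 adjusted p = 0.00256), and Vcl, which encodes vinculin (1.49 ± 0.48, DESeq2 adjusted p = 0.0303), rose. Itga4, a chain of the receptor for VCAM1, which overlaps Cerkl on the opposite strand, fell from 344 ± 44.8 to 90.4 ± 9.35 CPM (-1.99 ± 0.37, DESeq2 adjusted p = 9.41e-06). Ptk2, which encodes focal adhesion kinase, did not pass (1.26 ± 0.57, DESeq2 adjusted p = 0.191), while its relative Ptk2b fell by 1.29 on the log2 scale (± 0.35, DESeq2 adjusted p = 0.00644). The call of Ptk2b was lost with the replicate block (-1.29 ± 0.55), the stroma covariate (-1.21 ± 0.74) and the trend removed (-0.69 ± 0.31), and without WT replicate 1 (-1.25 ± 0.71) or WT replicate 2 (-1.38 ± 0.72). Vcl was lost with the replicate block (1.45 ± 0.55) and the stroma covariate (1.19 ± 0.76) and without WT replicate 1 (1.29 ± 0.73) or WT replicate 2 (1.63 ± 0.75). Itga4 was lost without WT replicate 1 (-2.09 ± 0.71) or WT replicate 2 (-1.94 ± 0.73) and with the stroma covariate (-2.10 ± 0.74), Actn1 with the stroma covariate (2.23 ± 0.75) and Itga3 without IKDN replicate 1 (4.46 ± 2.23). The number higher was 16 without WT replicate 2, 9 without IKDN replicate 1, 12 with the trend removed and 3 with the stroma covariate. The number lower was 0 without WT replicate 1, WT replicate 2 or with the stroma covariate. With p adjusted over the list alone, edgeR called 1 higher and 1 lower, and DESeq2 12 and 3. By camera the list was higher (adjusted p = 0.00724), with adjusted p = 0.557 with an estimated correlation and 0.211 without IKDN replicate 2, the library with most stroma counts.

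Of 22 tested genes of the Hippo pathway and TEAD targets, 6 rose (Tead2, Yap1, Tead4, Ajuba, Wwc1 and Wwc2), 1 fell (Stk4) and 15 did not pass in DESeq2. Tead2, a transcription factor, rose from 2.60 ± 1.54 to 70.3 ± 25.8 CPM (4.71 ± 0.65, DESeq2 adjusted p = 2.22e-10). Yap1, a coactivator of TEAD factors, rose from 6.47 ± 6.53 to 120 ± 23.8 CPM (4.20 ± 0.91, 3.40 to 5.85 without 1 library, DESeq2 adjusted p = 0.000228). Both calls held without each library, with the trend removed and with the stroma covariate. Tead4 (5.84 ± 1.51, DESeq2 adjusted p = 0.00324) and Ajuba (4.74 ± 1.26, DESeq2 adjusted p = 0.0043) rose. Tead4 was not called without IKDN replicate 1 (5.02 ± 3.38) or IKDN replicate 2 (6.37 ± 2.42) or with the trend removed (4.74 ± 1.67), and Ajuba without IKDN replicate 1 (4.33 ± 1.62). Stk4, the kinase MST1, fell by 1.53 on the log2 scale (± 0.42, DESeq2 adjusted p = 0.00644). Tead1 did not pass (0.18 ± 0.54, DESeq2 adjusted p = 0.913). The number higher was 10 without WT replicate 2, 2 without IKDN replicate 1, 3 without IKDN replicate 2 and 4 with the trend removed or the stroma covariate; Stk4 was not called without either WT library (-1.52 ± 0.71 and -1.61 ± 0.73), with the stroma covariate (-1.54 ± 0.75) or with the trend removed (-0.60 ± 0.39). When adjusted over the list alone, edgeR called 1 higher and DESeq2 7 higher and 1 lower. Camera placed the list higher (adjusted p = 0.0176), with adjusted p = 0.505 with an estimated correlation, 0.158 without IKDN replicate 2 and 0.0683 with the stroma covariate.

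Of 14 tested genes of epithelial junctions and identity, 4 rose (F11r, Cldn12, Lhx2 and Pkp2) and 10 did not pass in DESeq2. F11r, which encodes the junction protein JAM-A, rose from 1.71 ± 0.301 to 30.2 ± 18.4 CPM (4.03 ± 0.71, DESeq2 adjusted p = 1.39e-06). Lhx2, a homeobox factor of hair follicle stem cells, rose from 12.6 ± 2.66 to 68.9 ± 47.7 CPM (2.33 ± 0.72, DESeq2 adjusted p = 0.0213). Without IKDN replicate 1 only F11r was called, and Lhx2 (1.49 ± 0.73) and Cldn12 (1.87 ± 0.75) were lost. Lhx2 was also lost without WT replicate 2 (2.06 ± 0.85), and Cldn12 without WT replicate 1 (1.63 ± 0.76) or IKDN replicate 2 (2.02 ± 0.76) and with the stroma covariate (1.67 ± 0.81). Pkp2 (3.20 ± 1.04) was lost in each fit that left out a library (1.79 to 3.94), with the trend removed (2.01 ± 1.27), the stroma covariate (3.12 ± 1.33) and the replicate block (2.87 ± 1.13). Adjusted over the list alone, edgeR called 1 and DESeq2 7 higher. The list lay higher by camera (adjusted p = 0.000942), with adjusted p = 0.470 with an estimated correlation.

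Of 19 tested stem and progenitor regulators, 3 rose (Cd34, Hlf and Lmo2), 1 fell (Erg) and 15 did not pass in DESeq2. Cd34, a marker of progenitor cells, had no count in WT and 15.9 ± 4.01 CPM in IKDN, at least 246-fold higher (DESeq2 adjusted p = 1.71e-09). Hlf, a factor of stem cells, had 1 count in WT and a ratio of 1017 (counting interval 182 to 40198). Lmo2, a partner of blood stem cell factors, rose from 10.7 ± 7.17 to 64.9 ± 28.7 CPM (2.47 ± 0.80, DESeq2 adjusted p = 0.0303), and was not called without WT replicate 2 (1.86 ± 0.79) or IKDN replicate 1 (2.05 ± 1.03). Erg, an ETS factor, fell from 210 ± 0.695 to 71.4 ± 20.7 CPM (-1.62 ± 0.48, DESeq2 adjusted p = 0.0156), a call lost at a like fold without either WT library (-1.59 ± 0.73 and -1.69 ± 0.76) and with the stroma covariate (-1.65 ± 0.78). The number higher was 8 without WT replicate 2, and the number lower was 0 without WT replicate 2 and 2 without IKDN replicate 2. If adjusted over the list alone, edgeR called 2 higher and 1 lower, and DESeq2 4 and 2. By camera the list was higher (adjusted p = 0.0436), a call lost with an estimated correlation (adjusted p = 0.470), without IKDN replicate 1 (0.0841) or IKDN replicate 2 (0.111) and with library size only (0.0654), upper quartile factors (0.0554) or a filter of 5 CPM (0.0720).

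Some markers of T and myeloid cells, among them Thy1 and Ccr2, were higher in IKDN. Of 12 tested T cell markers, 3 rose in DESeq2 (Thy1, Notch3 and Tcf7) and 0 fell. Thy1 rose from 3.94 ± 1.80 to 91.6 ± 23.6 CPM (4.42 ± 0.62, DESeq2 adjusted p = 4.83e-10), Notch3 by 2.93 ± 0.58 (DESeq2 adjusted p = 2.72e-05) and Tcf7 by 4.53 ± 1.08 (DESeq2 adjusted p = 0.00106). Cd3e had no count in any library. Of 11 tested myeloid markers 5 rose (Ccr2, Lyz2, Prtn3, Csf1r and Cd14). Ccr2, a chemokine receptor, rose from 1.19 ± 1.49 to 186 ± 121 CPM (7.27 ± 1.22, 6.33 to 10.22 without 1 library, DESeq2 adjusted p = 3.68e-07), while Lyz2 reached 7.70 ± 1.86 CPM and Csf1r 4.18 ± 3.13 CPM in IKDN. Mpo, an abundant granulocyte transcript, was at 0.0609 and 0 CPM in the IKDN libraries. Nkg7 rose among 6 tested NK and innate lymphoid markers (4.27 ± 1.31, DESeq2 adjusted p = 0.020), as did Ccl5, a gene under the edgeR expression filter (at least 41.5-fold higher). Pf4 was the 1 riser (at least 31.4-fold) among 9 erythroid and megakaryocyte markers. Thy1 and Ccr2 were called in every fit that left out a library, and with the trend removed, the stroma covariate or the replicate block. Notch3 (2.53 ± 0.84), Tcf7 (2.95 ± 1.64), Lyz2 (3.15 ± 1.69) and Nkg7 (3.27 ± 2.12) were not called without IKDN replicate 1. Without IKDN replicate 1 the numbers higher were 1 T cell, 1 myeloid, 0 NK and 0 erythroid markers, and without IKDN replicate 2 they were 3, 1, 1 and 0. Without WT replicate 1 they were 3, 3, 1 and 1, and without WT replicate 2 they were 3, 7, 3 and 3. With the trend removed 2 myeloid, 0 NK and 0 erythroid markers were higher, and with the stroma covariate 2, 1 and 0. With p adjusted over the list alone, edgeR called 4 T cell, 5 myeloid and 0 erythroid markers higher, and 2 NK markers higher and 1 lower; DESeq2 called 4, 5 and 1 higher, and 1 NK marker in each direction. Camera called the myeloid list (adjusted p = 0.00566), with adjusted p = 0.470 with an estimated correlation, 0.0795 without IKDN replicate 1 and 0.206 under a filter of 5 CPM. The T cell and NK lists were not called (0.167 each). The T cell list was called higher without WT replicate 1 (0.0363) and with the stroma covariate (0.0067), and the NK list without IKDN replicate 1 (0.036) and with the replicate block and gene length correction (0.0436, or 0.031 by a non-robust loess).

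Of 24 tested interferon response genes, 10 rose (Ifi44, Oasl2, Ifih1, Oas2, Oas3, Isg15, Ifit1, Ifit3, Irf7 and Usp18), 0 fell and 14 did not pass in DESeq2. Ifi44 rose from 0.128 ± 0.0837 to 38.5 ± 34.1 CPM (8.26 ± 1.14, DESeq2 adjusted p = 2.22e-10). Ifih1, which encodes the RNA sensor MDA5, rose from 4.73 ± 1.27 to 36.5 ± 0.0286 CPM (2.86 ± 0.52, DESeq2 adjusted p = 3.42e-06). Oasl2 and Oas2 rose by 4.88 ± 0.85 and 3.79 ± 0.76 on the log2 scale (DESeq2 adjusted p = 9.8e-07 and 4.34e-05), and were not called without IKDN replicate 2 (4.04 ± 1.51 and 3.01 ± 1.51). Isg15, Ifit1, Ifit3, Irf7 and Usp18 were higher mainly in IKDN replicate 2: Ifit1 measured 4.14 CPM in IKDN replicate 1 and 105 CPM in replicate 2, against 1.17 and 1.03 CPM in WT. Without IKDN replicate 2, 2 genes were called higher and 1 lower, and with the trend removed 6 were higher. When adjusted over the list alone, edgeR called 6 higher and DESeq2 14 higher and 1 lower. Camera placed the list higher (adjusted p = 4.84e-05), with adjusted p = 0.486 with an estimated correlation.

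Genes of growth signalling and division gave few calls. Il7r, the IL-7 receptor chain, did not pass (-0.73 ± 0.69, DESeq2 adjusted p = 0.655). Of 19 tested genes of the IL-7 receptor and STAT5, Bcl2l1, which encodes the survival protein BCL-XL, fell (-1.47 ± 0.44, DESeq2 adjusted p = 0.0165) and 18 did not pass. None of 30 DNA replication genes, 28 mitosis genes, 22 glycolysis genes and 14 genes of the NuRD complex, a partner of IKAROS, passed in DESeq2. Top2a measured 2685 ± 721 CPM in WT and 882 ± 636 CPM in IKDN (DESeq2 adjusted p = 0.203), with 433 CPM in IKDN replicate 1 and 1332 CPM in replicate 2. Of 16 cell cycle inhibitors, Ccng2 (-1.47 ± 0.42, DESeq2 adjusted p = 0.0107) and Cdkn2d (-1.32 ± 0.43, DESeq2 adjusted p = 0.0326) fell. Of 25 factors of chromatin loops, Esco2, a cohesin acetyltransferase, fell (-1.58 ± 0.40, DESeq2 adjusted p = 0.00267), and Ctcf did not pass (-1.24, DESeq2 adjusted p = 0.0588). The calls of Bcl2l1, Ccng2, Cdkn2d and Esco2 were lost without WT replicate 1 (-1.74 to -1.57), without WT replicate 2 (-1.49 to -1.04) and with the stroma covariate (-1.80 to -1.45). With the replicate block Bcl2l1 (-1.46 ± 0.55), Ccng2 (-1.49 ± 0.57) and Cdkn2d (-1.30 ± 0.58) were lost, and so they were with the trend removed (-0.86 ± 0.39, -0.79 ± 0.53 and -0.86 ± 0.42).

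The counts of these lists moved most when IKDN replicate 2 was left out, which leaves IKDN replicate 1, in which abundant genes had few counts. Without IKDN replicate 2, DESeq2 called 15 DNA replication, 20 mitosis, 5 glycolysis, 7 NuRD, 13 loop factor, 5 IL-7 and 5 inhibitor genes lower. Without IKDN replicate 1 the numbers lower were 2, 0, 0, 0, 4, 2 and 1. Without WT replicate 1 they were 0, 0, 0, 0, 0, 2 and 0, and without WT replicate 2 all were 0. With the trend removed, 1 replication, 1 mitosis, 1 NuRD and 1 loop factor gene were lower and no inhibitor. Adjusted over the list alone, edgeR called 0 genes of these lists and DESeq2 1 higher and 3 lower IL-7 genes, 2 inhibitors and 1 loop factor. Camera placed the replication (adjusted p = 5.74e-08), mitosis (9.16e-09), loop factor (8.4e-07), NuRD (0.0112) and inhibitor (0.0263) lists below other genes. With an estimated correlation these gave adjusted p = 0.470, and 0.534 for the inhibitors. With the trend removed camera no longer called the NuRD (adjusted p = 0.642) and inhibitor lists (0.427), and without IKDN replicate 1 it called neither (0.132 and 0.391). The inhibitor call was also lost without WT replicate 2 (0.136) and under a filter of 5 CPM (0.0519). By a non-robust trend the replication (0.175) and loop factor (0.103) calls were lost too. The IL-7 (adjusted p = 0.106) and glycolysis (0.348) lists were not called, but were lower without WT replicate 2 (0.0461 and 0.0279), and the glycolysis list also without IKDN replicate 2 (0.0106).

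The remaining lists measured the cultures. None of 28 tested stroma markers, 15 stress genes and 5 sex-linked genes passed in DESeq2 or edgeR, also adjusted over the list alone. Without WT replicate 2, 26 stroma, 7 stress and 4 sex-linked genes were called higher in DESeq2. Camera placed the stroma list higher in IKDN (adjusted p = 0.000418), with adjusted p = 0.599 with an estimated correlation and 0.0977 without IKDN replicate 2. Camera did not call the stress (adjusted p = 0.954), sex-linked (0.836), erythroid (0.147) and IKAROS family (0.954) lists. The stress list was higher without IKDN replicate 1 (0.0238), and the sex-linked list was lower without WT replicate 1 (0.0454) and higher without WT replicate 2 (0.0423). With the stroma covariate the stress (0.00682) and sex-linked (2.62e-05) lists were lower. In all, camera called 17 of 25 lists, 7 higher and 10 lower. With an estimated correlation the count was 0. Tested against no change, and not against other genes, fry called 0 lists in 1 direction. Its test for change in either direction called 3 lists, the IKAROS family (adjusted p = 0.0113), stem (0.0144) and NK lists (0.00248).

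**Figure D2:**
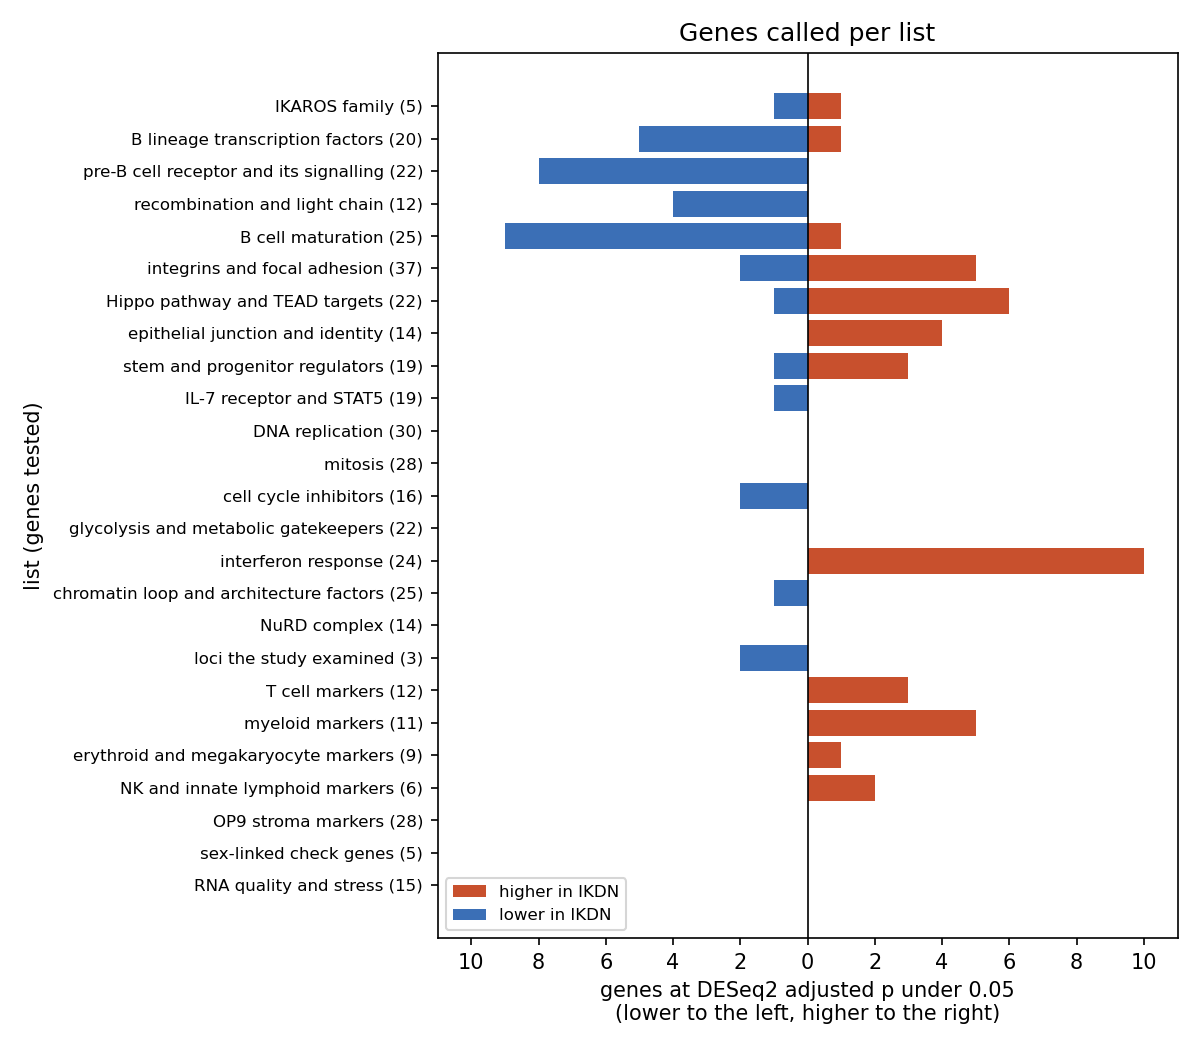
Number of genes at a DESeq2 adjusted p under 0.05 in each of the 25 fixed lists, with bars to the left for genes lower and to the right for genes higher in IKDN, and the number of tested genes in parentheses (of the 2 NK genes, Ccl5 was not among the 6 tested by edgeR). The 4 lists of B lineage factors, receptor signalling, recombination and maturation held 26 lower genes and 2 higher.

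**Figure D3:**
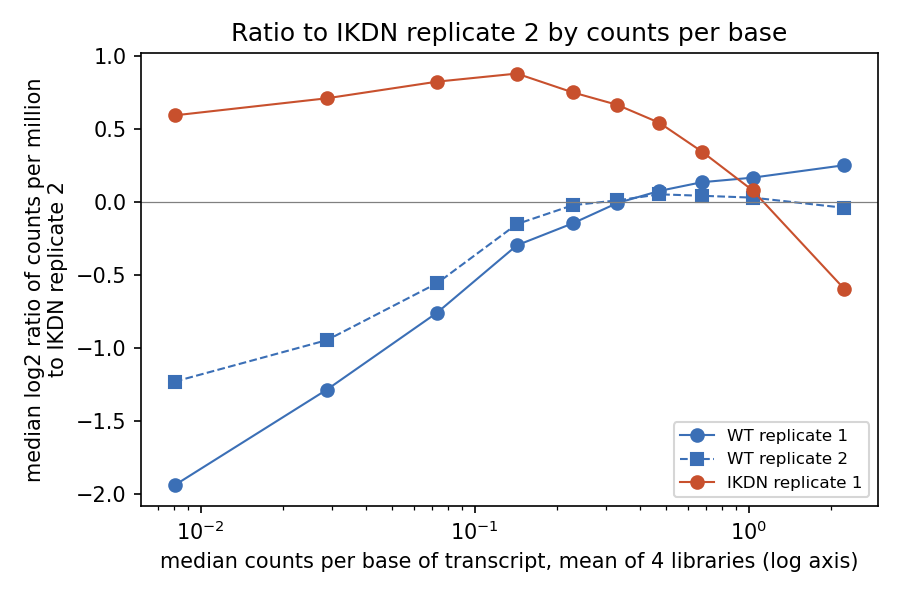
Median log2 ratio of CPM to IKDN replicate 2 in 10 bins of tested genes by their mean counts per base of transcript (log axis), with 1 line per library, blue for WT and red for IKDN. IKDN replicate 1 fell from 0.88 in the fourth bin to -0.59 in the highest, while WT replicates 1 and 2 rose from -1.94 and -1.23 in the lowest bin to 0.25 and -0.04 in the highest.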

Values the study reported

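The study called genes differentially expressed at a DESeq2 adjusted p under 0.05. For H3K27ac contacts in the same cells it reported the loss of loops longer than 250 kb at the Jchain locus in IKDN, and contact differences at a Blk locus of about 250 kb.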

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

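The abundance trend, the stroma covariate, the non-robust loess fits and all DESeq2 settings other than its default were chosen after seeing the data; the cause of each shift was not tested unless stated. The 0 calls of the quasi-likelihood test stood under legacy robust fitting, DESeq2 or upper quartile factors, 3 filters, a 1.5-fold threshold, and without immunoglobulin and abundant genes. The count became 1086 with DESeq2 (840 higher, 246 lower), 705 with the likelihood ratio test (597, 108) and 344 with the stroma covariate (279, 65). It was 1 (Kcnma1, named after its value was seen) with library size only, a gene length correction, no stroma and collagen genes, or the abundance trend removed by either loess. A non-robust length correction gave 64 (52, 12). Leaving out 1 library gave 0 to 1217 changed, 0 to 1163 higher and 0 to 54 lower genes.

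With the replicate block edgeR called 6 genes (5 higher, 1 lower), with the replicate block and length correction 474 (436, 38), or 817 (676, 141) by a non-robust loess. With the replicate block DESeq2 called 1778 (1574, 204), of which 690 and 153 were among its calls without it. The labels do not pair the samples. Deviations of same-numbered libraries correlated at r = 0.211 across genes, over 2 pairs. Sex-linked genes followed the replicate number in both genotypes, so the block also takes up differences that go with them.

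The DESeq2 count was 493 (406, 87) with the stroma covariate and 167 (133, 34) among genes under 0.1 counts per base, where fewer genes were tested. It was 994 to 1264 with TMM factors, no independent filtering, no stroma genes, or genes under 4-fold apart between WT libraries, and 913 (496, 417) by a non-robust abundance trend. Leaving out 1 library gave 613 to 2127 changed, 365 to 2016 higher and 93 to 1143 lower genes.

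Over all alternatives, 13 edgeR log2 fold changes of named genes changed sign, 1638 stood and 333 passed the threshold. The Ikzf1 log2 fold change was 0.17 with library size only, which moved the median of all genes from 0.06 to 0.36, 0.78 with the abundance trend removed (0.82 by a non-robust loess), and -0.62 to 0.19 without 1 library. Ikzf5 was at 0.13 with library size only. Igll1 was at 0.11 with the trend removed (0.18 non-robust). The Tead1 log2 fold change was -0.23 to 0.85 without 1 library, with -0.23 without WT replicate 1 and -0.06 without IKDN replicate 1, and was -0.21 with the stroma covariate and -0.67 with a non-robust length correction, with or without the block. In DESeq2, 7 values changed sign and calls were lost in 170: Ikzf1 was at 0.78 (0.82 non-robust) with the trend removed and -0.65 to 0.31 without 1 library (0.31 without IKDN replicate 1), Igll1 0.11 (0.18), and Tead1 -0.21 with the covariate and -0.25 to 0.70 without 1 library (-0.25 without WT replicate 1).

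Camera's 17 lists became 0 with an estimated correlation. Against no change, a different comparison, fry called 0. The stroma list turned lower with the stroma covariate (adjusted p = 0.517), which holds those genes, and the NuRD list turned higher with a non-robust abundance trend (0.978). With 2 libraries per genotype and a common dispersion of 0.339, the spread between libraries, more than depth, limited the calls for genes above the level of 3 counts.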

Other observations

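The tests on stroma RNA, lower genes, B lineage share and counts per position, and the gene families, were chosen after the results were seen; those on gene length and neighbouring genes were written before. Among 236 families of like-named genes with at least 8 members (472 tests, Fisher's exact, one-sided), 2 held more DESeq2 calls than chance. Of 9 Ccl chemokine genes, 5 were higher in IKDN (Ccl3, Ccl4, Ccl5, Ccl6 and Ccl24) against 0.531 by chance (adjusted p = 0.0172). Ccl3 and Ccl4 had no count in WT and 12.6 and 6.40 CPM in IKDN replicate 1, but 1.41 and 0.683 CPM in replicate 2. Of 56 genes with Cd numbers, 7 were lower (Cd2, Cd19, Cd37, Cd48, Cd53, Cd55 and Cd79b) against 0.967 by chance (adjusted p = 0.0172), and 9 were higher (among them Cd14, Cd34, Cd38 and Cd151) against 3.30 (adjusted p = 0.270). Cd53, a tetraspanin of leukocytes, fell from 361 ± 8.18 to 141 ± 10.6 CPM (DESeq2 adjusted p = 0.00275). Of 8 frizzled receptors for WNT proteins 4 were higher (adjusted p = 0.109 for the family), among them Fzd9, from 9.15 ± 1.87 to 67.0 ± 12.6 CPM (DESeq2 adjusted p = 1.71e-09).

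Changed genes tended to sit beside each other. Among 12185 pairs of neighbouring, non-overlapping genes with unlike symbols, 89 pairs moved in the same direction, against a mean of 46.0 in 10000 shuffles of the calls (permutation test, p = 0.0001, the smallest they can give). There were 76 higher pairs against 42.4 and 13 lower pairs against 3.62, and 60 pairs against 29.6 remained with genes 4-fold or more apart between the WT libraries set as not called. Examples were Dlk1, Meg3 and Rian on chromosome 12, Shisa2 and Atp8a2 on chromosome 14, and Rag1 and Traf6 on chromosome 2. A hypothesis is that IKDN cells changed domains of chromatin and not single promoters, but reads past a gene's end counted in its neighbour, and genes of 1 cell type that lie together, may give the same pattern and were not tested.

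The 840 higher genes could come from OP9 stroma RNA. Its excess over WT replicate 1 was taken for stroma markers over 2-fold higher in WT replicate 2 than in WT replicate 1. In IKDN replicates 1 and 2 this excess was 0.942 and 3.76 times that in WT replicate 2 (median over markers). To choose genes and measure them in different libraries, genes 4-fold or more higher in IKDN replicate 2 than in WT replicate 1 were compared between IKDN replicate 1 and WT replicate 2, which held like amounts of stroma RNA. Of 2562 such genes outside the stroma list, called or not, 48.9% were over 2-fold above other genes of like counts per base, against 18.5% of 27 in the stroma list (upper 95% bound 38.1%). The bound is binomial and takes the 27 markers as independent, so it does not cover the spread between libraries. No such share was computed for genes chosen without the 4-fold rule. The 708 DESeq2-higher genes among them, which were called partly for this difference, lay at a median of 3.29 (log2, interquartile range 2.00 to 4.77), against 0.36 (-0.01 to 0.92) for the stroma list. Within this pair of libraries, the share among the 2562 genes argues against stroma RNA of like profile as the whole cause of the rises in that set. The median of the 708 called genes was partly fixed by their calls, so no conclusion is drawn from it. Stroma changed by the IKDN cells, the 708 called genes taken alone, the other 132 genes and a change in the IKDN cells stay open.

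The 246 lower genes could reflect the low counts of abundant genes in IKDN replicate 1. With the trend on counts per base removed, 95.9% (118 of 123) of those with counts per base below their median stayed lower. This fit could hardly end their calls, so it does not decide the question for them. At like counts per base (bins 3 and 4), IKDN replicate 1 lay above IKDN replicate 2 (median log2 ratio 0.83 and 0.88, on total counts). The TMM factors of these libraries, 1.28 and 0.947, were not applied there and would make the ratios smaller. Both WT libraries lay below IKDN replicate 2 in these bins, so removing the trend moved IKDN further down. The median log2 ratio of these genes in IKDN replicate 2 was -2.50, but that library helped to call them. Of those above the median 40.7% (50 of 123) stayed lower with the trend removed and 109 without IKDN replicate 1. Their median log2 ratio in IKDN replicate 2 was -1.40, with 120 of 123 below -1, as were 229 of all 3562 tested genes of such counts per base. The cause cannot be told apart from genotype for them, because the 2 fits differ and a single IKDN library remains.

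A lower share of B lineage RNA in IKDN libraries could also lower these genes, although the labels give 99% pre-B cells by flow cytometry in each. With 99% in WT, the median fall of 79 genes of the 4 B lineage lists (-1.09) needs markers of the cells that replace them to rise by 5.74 on the log2 scale. The 38 tested markers of T, myeloid, erythroid and NK cells rose by a median of 1.35 (75th percentile 3.90). By type, the medians were 0.64, 4.22, 1.11 and 1.81 in that order, with a 75th percentile of 4.65 for myeloid markers. In all, 1 marker reached the needed rise. Values under 3 counts were set to that level, which limits the rise of markers almost absent from WT. These values argue against such cells as the whole cause, but less clearly for myeloid cells. Genes made only by B cells would fall alike, but the 79 spread by at least 1.87 times the noise between libraries (ratio of interquartile ranges), with Rag1 at -4.27 ± 0.55 and Cd79b at -2.37 ± 0.64. Members also made by stroma would widen this spread, so it does not tell more stroma RNA from an effect of the IKAROS mutation. With the stroma covariate camera still placed the 4 lists lower (adjusted p from 3.86e-09 to 0.000115). This argues against more stroma RNA as the whole cause for these lists, with limits. That fit leaves 1 residual degree of freedom, and in the main fit camera with an estimated correlation called none of them (adjusted p = 0.470). For the lower genes as a set, more stroma RNA and an effect of the mutation cannot be told apart.

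The low counts of abundant genes in IKDN replicate 1 may come from a limit on tags kept per position. Actb measured 241 CPM there and 3181 CPM in IKDN replicate 2. The log2 ratio of IKDN replicate 1 over replicate 2 fell with a gene's counts in replicate 2 (-0.195 ± 0.0036 per doubling). It rose with the gene's length (0.263 ± 0.0084). Length offset counts by a factor of 1.35, where a limit per base needs 1. The counts of replicate 2 stand on both sides of this fit, so their noise alone lowers the count coefficient. The factor therefore does not decide for a limit. Among genes under 0.05 counts per base, where no limit would be reached, the length coefficient was still 0.179 ± 0.030 (SE) and the count coefficient -0.400. The same noise can shift the length coefficient where length and counts go together. This fit therefore does not decide whether a limit alone accounts for the trend. The test set no direction for the length coefficient, so it does not decide on shorter or degraded RNA, which stays open. No biological explanation was tested.

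The replicate number followed the sex-linked genes: Xist measured 1514 and 778 CPM in replicate 1 of WT and IKDN and 2.06 and 0.321 CPM in replicate 2, while Ddx3y measured 0 and 8.83 CPM against 149 and 122 CPM. Fos measured 8.27 and 24.1 CPM in replicate 1 of WT and IKDN, and 230 and 222 CPM in replicate 2.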
